# A novel fusion protein TBLR1-RARα acts as an oncogene to induce murine promyelocytic leukemia: identification and treatment strategies

**DOI:** 10.1038/s41419-021-03889-0

**Published:** 2021-06-11

**Authors:** Shouyun Li, Xue Yang, Shuang Liu, Yirui Chen, Haiyan Xing, Kejing Tang, Zheng Tian, Yingxi Xu, Qing Rao, Min Wang, Jianxiang Wang

**Keywords:** Acute myeloid leukaemia, Acute myeloid leukaemia

## Abstract

Acute promyelocytic leukemia (APL) is characterized by a specific chromosome translocation involving RARα and its fusion partners. For decades, the advent of all-*trans* retinoic acid (ATRA) synergized with arsenic trioxide (As_2_O_3_) has turned most APL from highly fatal to highly curable. TBLR1-RARα (TR) is the tenth fusion gene of APL identified in our previous study, with its oncogenic role in the pathogenesis of APL not wholly unraveled. In this study, we found the expression of TR in mouse hematopoietic progenitors induces blockade of differentiation with enhanced proliferative capacity in vitro. A novel murine transplantable leukemia model was then established by expressing TR fusion gene in lineage-negative bone marrow mononuclear cells. Characteristics of primary TR mice revealed a rapid onset of aggressive leukemia with bleeding diathesis, which recapitulates human APL more accurately than other models. Despite the in vitro sensitivity to ATRA-induced cell differentiation, neither ATRA monotherapy nor combination with As_2_O_3_ confers survival benefit to TR mice, consistent with poor clinical outcome of APL patients with TR fusion gene. Based on histone deacetylation phenotypes implied by bioinformatic analysis, HDAC inhibitors demonstrated significant survival superiority in the survival of TR mice, yielding insights into clinical efficacy against rare types of APL.

## Introduction

Acute promyelocytic leukemia (APL) is a distinct hematopoietic malignancy accounting for ~10–15% of acute myeloid leukemia (AML) cases [1]. More than 95% of APL cases are driven by the t(15;17)(q22;q21) chromosomal translocation that generates the PML-RARα oncoprotein, eliciting differentiation block at the promyelocytic stage and self-renewal enhancement of myeloid progenitors [2].

However, APL is not solely determined by PML-RARα fusion protein. To date, rare RARα partner genes other than PML have been reported, including *PLZF* [3], *NPM1* [4], *NuMA* [5], *STAT5b* [6], *PRKAR1A* [7], *FIP1L1* [8], *BCOR* [9], *OBFC2A* [10], *TBLR1* [11], *GTF2I* [12], and *FNDC3B* [13]. Among these X-RARα fusion genes, TBLR1-RARα (TR) was the tenth RARα chimera identified in our previous study from three cases of APL with t(3;17) chromosomal translocation [11]. Similar to PML-RARα, TR could self-associate into homodimers and form heterodimers with RXRα. Also, TR exhibited diminished transcriptional activity by recruiting more transcriptional corepressors than RARα. Our previous in vitro studies have verified that pharmacologic doses of all-*trans* retinoic acid (ATRA) would trigger the degradation of TR protein with abrogated homodimerization, incomplete corepressor dissociation, and full differentiation. Nevertheless, in vitro characteristics do not always correlate with the bona fide ability of oncoproteins to initiate disease or block differentiation in vivo [11]. Given the poor clinical outcome of TR patients, further identification of in vivo phenotypes and therapeutic strategies remain to be uncovered. What is the role of TR in leukemogenesis? Would it interfere with the differentiation and proliferative capacity of hematopoietic stem/progenitor cells (HSPCs)? Due to a rarity of clinical cases, preclinical mouse modeling of APL with rare fusion genes may help to lay the groundwork for unraveling the molecular basis of potential treatment toward the disease cure.

In general, four approaches have been utilized to successfully generate APL mouse models as follows: transgenic, knock-in, bone marrow transduction, and xenograft. Human and murine cathepsin G (*CTSG*) and migration inhibitory factor-related protein 8 (*MRP8*, also known as *S100A8*) are the most commonly used promoters to develop APL transgenic mouse models. The CTSG/hMRP8-PML-RARα induced slight alterations in myelopoiesis, developing APL with long latency and incomplete penetrance [14–16]. Later, some groups attempted to generate APL models by transducing murine bone marrow mononuclear cells (BMMNCs) with retroviral vectors harboring the PML-RARα fusion gene. Among them, Minucci et al. [17] reported that inoculation of lineage-negative (lin^−^) cells expressing PML-RARα into irradiated mice propagated promyelocytic leukemia in >80% of recipients at short latency. Apart from diverse models of PML-RARα mentioned above, there were relatively few murine models of rare RARα fusion genes. Although the cathepsin G promoter has also been used to generate transgenic mice expressing PLZF-RARα [18, 19], NPM-RARα [18], and NuMA-RARα [20], myeloid neoplasia generated by these rare RARα fusion genes also differ greatly in disease penetrance and latency. In this study, for the first time, a novel APL mouse model of TR was established by transducing mouse BMMNC lin^−^ cells with retroviral vectors harboring the TR fusion gene. Specific phenotypes mediated by this oncogene were then characterized and several treatment attempts are initiated, which may fill the gap in understanding TR-induced APL and lead to insights into the principles underlying leukemogenesis mediated by rare RARα fusion genes.

Despite the remarkable success of retinoid acid (RA) and arsenic trioxide (As_2_O_3_) combinational treatment over the course of APL research, rare RARα fusion proteins exhibit distinct mechanism and diverse drug responses. For example, those harboring PLZF-RARα and STAT5B-RARα are not sensitive to ATRA therapy [6, 21]. Given the poor outcome of patients in clinical cases, although TR displayed in vitro sensitivity towards ATRA-induced differentiation, whether this therapy leads to cure in vivo remains unknown.

Would TR mice benefit from ATRA or concomitant As_2_O_3_ therapy? If not, how to explain the discrepancy between the in vitro and in vivo studies? Furthermore, is there any other potential treatment option? To address these questions, here we utilized the established new murine model to characterize phenotypes of TR APL through a series of assays and transcriptome analysis. Then, TR mice were challenged with several treatment regimens. Contrary to expectation, standard ATRA and As_2_O_3_ did not bring survival benefit to TR mice. Instead, based on in vitro phenotypes and on potential drug response predicted by transcriptome profile, histone deacetylase inhibitors (HDACIs) including chidamide and a new suberanilohydroxamic acid (SAHA)–bendamustine hybrid NL-101 significantly prolonged the survival of TR mice, providing therapeutic value for improving APL patient outcome with rare RARα fusion genes.

## Materials and methods

### Mice and cell lines

Six- to 8-week-old female and male C57BL/6 mice were purchased from Institute of Laboratory Animal Sciences (CAMS&PUMC, China). Procedures involving animal experiments were approved by the Institutional Animal Care and Use Committee of Peking Union Medical College. HEK293T cells were cultured in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum (FBS) (Gibco) and were tested free of mycoplasma contamination.

### Plasmid and reagents

Full-length cDNA of TR (GeneBank KF589333) was cloned into pMSCV-IRES-GFP (pMIG) using XholI/EcoRI restriction site with a Flag tag, to yield pMSCV-TR-IRES-GFP. The pMIG plasmid (MSCV-IRES-GFP) was a kind gift from Dr. Michael H. Tomasson’ lab, Washington University School of Medicine. Retrovirus expressing TR or empty vector (vehicle) were used for the following transduction experiment. After transduction, GFP^+^ cells expressing TR were sorted by BD FACS Aria III System and validated by western blotting for the following in vitro and in vivo assays. ATRA was purchased from Sigma-Aldrich and As_2_O_3_ from Harbin Pharmaceutical Co., Ltd. Chidamide was supplied by Shenzhen ChipScreen Biosciences, Ltd, (Shenzhen, China), and suspended in 0.1% sodium carboxyl methylcellulose (CMC-Na). NL-101 was a kind gift from Hangzhou Mingsheng Institute of Pharmaceutical Research (Hangzhou, China).

### Construction of TR murine model and in vivo drug treatment

Lin^−^ cells from C57BL/6 mice bone marrow (BM) were isolated with Lineage Cell Depletion Kit (Miltenyi Biotec) and pre-stimulated for 12 h in Iscove’s modified Dulbecco’s medium (IMDM) containing 20 ng/ml interleukin (IL)-3, 20 ng/ml IL-6, and 50 ng/ml mouse stem cell factor (mSCF), then infected with retrovirus expressing TR or empty vector, respectively. A total of 15 lethally irradiated recipient mice were intravenously transplanted with 5 × 10^5^ GFP^+^ lin^−^ cells and the incidence of leukemia was observed.

Mice used in drug-treatment experiments were non-irradiated or sublethally irradiated recipient mice generated by intravenous inoculation of 1 × 10^6^ GFP^+^ spleen cells of TR leukemia mice. For each experiment, six mice were randomly assigned to each group. The percentage of GFP^+^ cells of peripheral blood and body weight were measured dynamically. The survival time of each group was recorded and compared.

### RNA and protein analysis

Total RNA was isolated and synthesized into cDNA. Primers used for PCR amplification were as follows: (1) TR-F-1: 5′-CCGCTCGAGATGAGTATAAGCAGT GATG-3′ and TR-R-1: 5′-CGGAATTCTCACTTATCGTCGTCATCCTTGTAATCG TTAACCGGGGAGTGGGTGGCCGG-3′. The PCR product is 1685 bp. (2) TR-F-2: 5′-ATGCCGTAATGCCTGATG-3′ and TR-R-2: 5′-GAACTGCTGCTCTGGGTCT-3′. The PCR product is 199 bp. Primers for the candidate genes were searched in PrimerBank (http://pga.mgh.harvard.edu/primerbank/). Western blot experiments were performed for protein analysis using antibody against Flag tag (Sigma-Aldrich, catalog number F1804).

### Ex vivo differentiation and colony formation assay

The transduced GFP^+^ lin^−^ cells were sorted by Arial III flow cytometer (BD Biosciences). For the differentiation study, cells were plated in IMDM containing 15% FBS and cytokines (IL-3, IL-6, and mSCF) with or without ATRA treatment and then collected at different time points for both morphological and surface progenitor/myeloid markers (c-Kit, CD11b, Gr-1, and CD16) analysis. In the colony formation assay, sorted lin^−^ cells were plated in 24-well plates (3000 cells/well) and cultured in M3434 methylcellulose (StemCell Technologies). After 7 days, colonies were counted and the percentage of GFP^+^ cells analyzed by flow cytometry. Then, an equal number of cells were reseeded for serial plating. GFP^+^ colony numbers were calculated as total colony numbers multiplied by GFP^+^ percentage before each plating. Cell colonies were photographed under Operetta CLS High Content Analysis System (Perkinelmer).

### RNA-seq and data analysis

Total RNA was collected from the following samples: purified lin^−^ cells from healthy C57BL/6 mice BMMNCs as control, sorted GFP^+^ cells from BMMNCs of the third generation of TR leukemia mice. RNA samples were sent to Beijing Genomics Institute for library preparation and screening of differentially expressed genes (DEGs). RNA sequencing (RNA-seq) libraries were sequenced via Illumina HiSeqTM 2000. Raw reads are saved as FASTQ file and are filtered into clean reads, and then mapped to genome reference using BWA and Bowtie. Gene expression levels are quantified by RNA-Seq by Expectation-Maximization (RSEM). Screening of DEGs between two samples are based on the analysis method of the poisson distribution. “False discovery rate ≤ 0.001 and the Log2Ratio ≥ 1” are used as the threshold to judge the significance of gene expression difference. Volcano plots were generated using R package ggplot2. Venn diagrams were created with the open webtool Venny (https://bioinfogp.cnb.csic.es/tools/venny/), to depict the overlap between DEGs. Subsequent enrichment analyses of Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and gene set enrichment analysis (GSEA) were performed and visualized using R package clusterprofiler. GO terms were summarized using REVIGO.

### Statistics

GraphPad Prism 6.0 software and SPSS 12.01 software were used for statistical analysis. Statistical comparisons were made using Student’s *t*-test. The survival time was measured by Kaplan–Maier method and the log-rank analysis. Significant differences were indicated with asterisks (*P < 0.05; **P < 0.01; ***P < 0.001).

## Results

### TR blocks myeloid differentiation and increases proliferative capacity of mouse HSPC

To determine the influence of TR on HSPCs, the pMSCV-TR-IRES-GFP vector was constructed. Then lin^−^ cells from C57BL/6 mice BMMNCs were enriched and transduced with high-titer retrovirus expressing TR or empty vector. GFP^+^ cells were sorted for the following in vitro assays and in vivo transplantation (Fig. 1a). The expression of fusion gene was confirmed at protein levels (Fig. 1b).

**Fig. 1:**
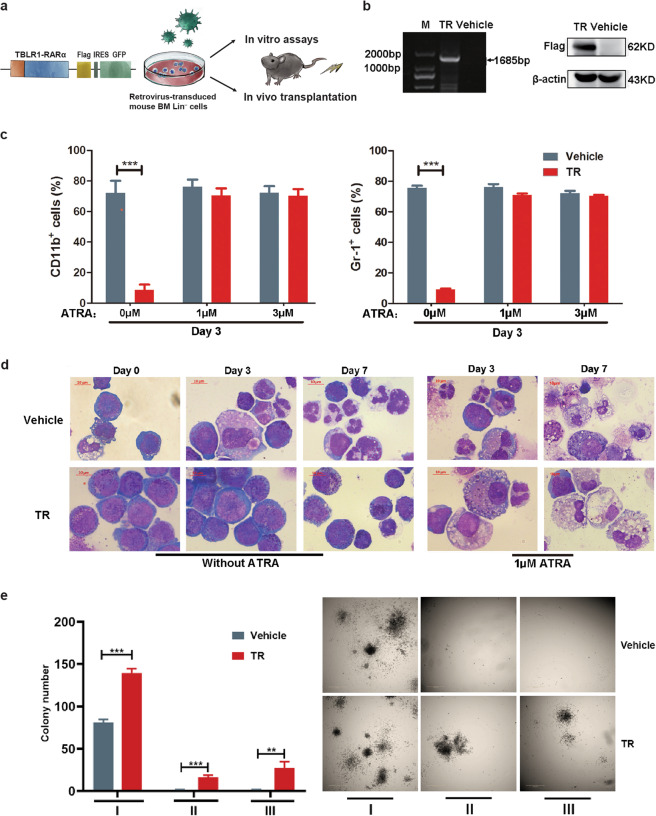
Schematic plot of TR expression vector and in vitro studies. **a** Structure of pMSCV-TBLR1-RARα-flag-IRES-GFP plasmid and construction of murine model based on virus transduction. A Flag tag was inserted in the 3′-end to identify the expression of fusion protein by western blotting. **b** TBLR1-RARα expression detected by western blotting in transduced lin^−^ cells. Lin^−^ cells transduced with retroviruses expressing TBLR1-RARα or empty vector are referred to as “TR” and “vehicle”, respectively. **c**, **d** Analysis and morphology changes (Wright–Giemsa staining; scale bar, 10 μm) of TR and vehicle transduced lin^−^ cells incubated with or without ATRA for 3 or 7 days. **e** Colony-forming ability of TR-transduced lin^−^ cells and vehicles. Serial colony formation assay was performed and the colonies were counted. Mean data and SD (bars) were from triplicate experiments using triplicate samples. Significant differences were indicated with asterisks (*P < 0.05; **P < 0.01; ***P < 0.001).

In vitro differentiation assays were carried out with or without ATRA treatment for up to 7 days. As is shown in Fig. 1c, d, after culture for 3 days, a majority of vector-expressing lin^−^ mouse BMMNCs cells were prone to spontaneous differentiation, whereas the expression of TR induced differentiation blockade with only 10% of lin^−^ cells expressing CD11 or Gr-1. With a pharmacological dose of ATRA (1 μM and 3 μM) treatment for 3–7 days, TR-expressing lin^−^ cells could terminally differentiate into mature granulocytes, which again corroborates the in vitro sensitivity of TR APL to ATRA as previously demonstrated in TR-expressing U937 cells [11].

Colony formation assays were then employed to investigate the effects of TR on HSPC self-renewal. It was observed that TR expressing lin^−^ cells produced more colonies in each round of plating compared with that of the control group, which implies the proliferative capacity of TR-expressing lin^−^ cells (Fig. 1e).

### TR acts as an oncogene to induce APL-like disease in mice

Based on the in vitro results, we hypothesized that TR may act as an oncogene to drive malignant transformation. To investigate whether TR occupied a causal role in APL leukemogenesis, the transplantable leukemia mouse model by TR-expressing retrovirus-infected lin^−^ mice BMMNCs was successfully established. During a 10-month observational period, the circulating GFP^+^ cells in peripheral blood of three mice from the TR group increased gradually over time, compared with that of the vehicle group (Fig. 2a). Finally, 3 out of 15 mice in the TR group developed an APL-like disease, whereas none from the vehicle group died of leukemia (Fig. 2b).

**Fig. 2:**
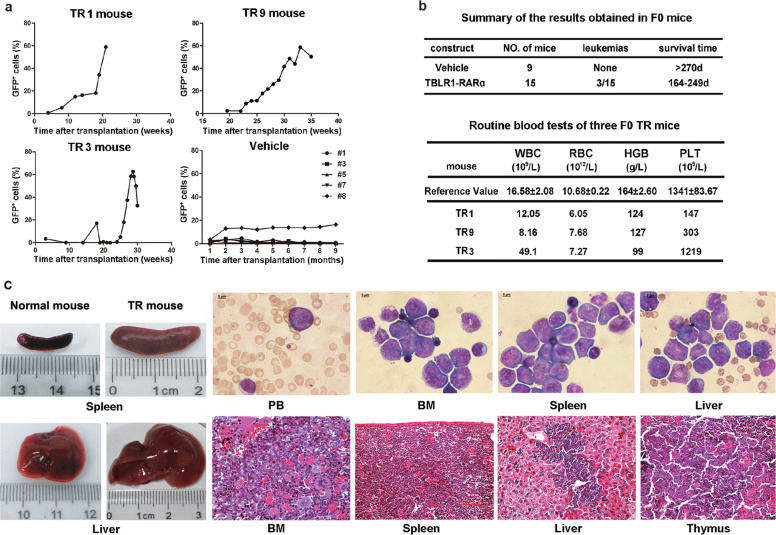
Basic characteristics of primary transplanted mice. **a** Percentage of GFP^+^ cells in peripheral blood in TR mice (TR1, TR3, and TR9 refer to NO.1, NO.3, and NO.9 mouse, respectively) and vehicle groups monitored at each time point. **b** Summary of incidence and survival time of leukemia in primary grafts (upper). Routine blood tests of three primary leukemic mice in the TR group (lower) showed normal WBC counts in TR1 and TR9 mouse with mild anemia and low PLT counts. Data were collected for mice before killing; the reference values were from five wild-type C57BL/6 mice. **c** Left panel: Representative picture of enlarged spleen and liver size from TR mouse (right) compared with control mouse (left). Upper right: immature cells with high nucleus to cytoplasm ratios were observed in the peripheral blood, BM, spleen, and liver by Wright–Giemsa staining (scale bars represent 5 µm). Lower right: histological analysis showed extensive infiltration of primitive myeloid blasts in the bone barrow, spleen, liver, and thymus (HE staining, scale bars: 50 µm in the BM, 100 µm in the spleen, liver, and thymus).

All leukemia mice experienced severe body weight loss. Routine blood tests showed mild anemia and thrombocytopenia in NO.1 and NO.9 mice (referred to as TR1 and TR9), with leukocytosis and anemia seen in NO.3 mouse (TR3) (Fig. 2b). Each leukemia mice exhibited massive hepatosplenomegaly (Fig. 2c, left panel). Immature cells were observed in the peripheral blood, BM, spleen, and liver by Wright–Giemsa staining. Histological examination showed the BM, spleen, liver, and thymus infiltrated with primitive myeloid blasts, which confirmed the “leukemic” transformation (Fig. 2c, right panel). TR expression was validated by assessing mRNA using real-time quantitative PCR (Fig. 3a). Flow cytometry analysis of GFP^+^ cells revealed that the progenitor markers Sca-1, CD34, and c-Kit were positive, as well as the myeloid lineage markers Gr-1 and CD11b. A small proportion of GFP^+^ cells were Ter119 positive and almost no cells expressed the lymphatic lineage marker B220, CD3, CD4, and CD8 (Fig. 3b).

**Fig. 3:**
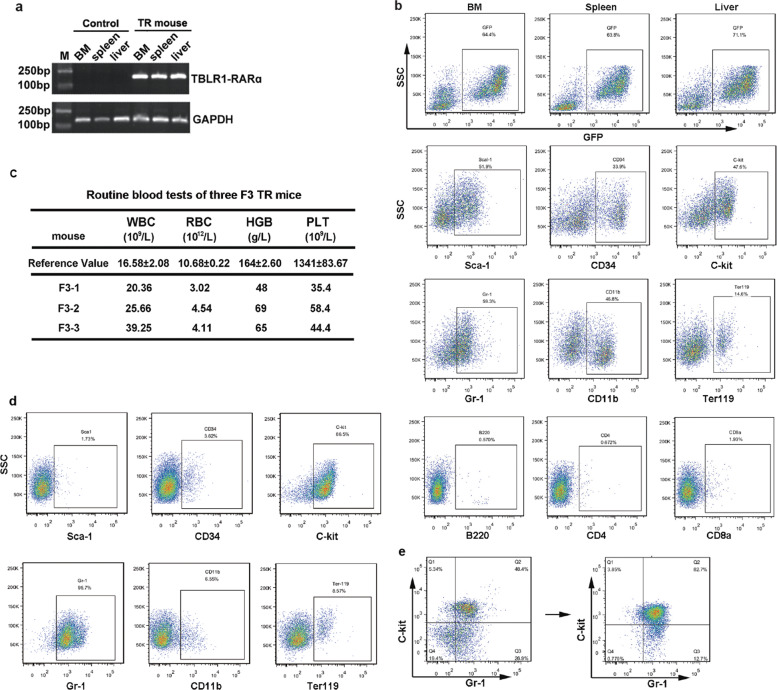
Phenotypic identification of TBLR1-RARα leukemic mice. **a** mRNA analysis showed high expression of TBLR-RARα in different tissues of leukemia mice. **b** BM, spleen, and liver cells from primary TR mice were obtained for surface markers analysis. High percentage of GFP^+^ cells can be detected in different tissues. TR blasts can be defined as Sca-1^+^c-Kit^+^CD34^+^Gr-1^+^CD11b^+^Ter119^+^B220^−^CD4^−^CD8a^−^. **c** Routine blood tests of the third-generation leukemia mice. Data were collected from mice with overt signs of disease; the reference values were from wild-type C57BL/6 mice. **d**, **e** Phenotypes of leukemia cells changed after serial transplantations, with c-Kit^+^Gr-1^+^ cells becoming the main population in the third generation.

Subsequently, spleen cells from primary TR mice were serially transplanted into non-irradiated recipients for two more generations. All recipient mice developed aggressive leukemia with shortened latency of 4 weeks. Among them, the third-generation mice (F3) demonstrated more severe hemogram (leukocytosis, anemia, and thrombocytopenia) compared with primary TR mice (Fig. 3c). Phenotypes of leukemia cells changed after serial transplantations, with c-Kit^+^Gr-1^+^ cells becoming the main population of GFP^+^ cells, accompanied by a reduction of Sca-1^+^, CD34^+^, and CD11b^+^ cells (Fig. 3d, e).

### Different fractions of promyelocytes in TR mice exhibit varying leukemogenic potential

In Cathepsin-G-PML-RARα knock-in mice, c-Kit^+^Gr-1^+^ cells containing promyelocytes are thought to confer the property of self-renewal and capable of engendering leukemia in secondary recipient mice [22]. To examine the leukemogenic potential of different subpopulations, splenic leukemia cells from the second generation of TR mice were sorted into four fractions according to the expression level of c-kit and Gr-1, namely c-Kit^+^Gr-1^low^ (Fr 1), c-Kit^+^Gr-1^high^ (Fr 2), c-Kit^-^Gr-1^low^ (Fr 3), and c-Kit^-^Gr-1^high^ (Fr 4) (Fig. 4a). Then, 1 × 10^4^ cells from each of the fractions were transplanted into sublethally irradiated recipient mice respectively. As is shown in the survival plot, except for the c-Kit^−^Gr-1^low^ fraction (Fr 3), cells in the other three subpopulations were all able to induce leukemia with the onset of c-Kit^+^Gr-1^high^ fraction (Fr 2) being the fastest (median survival of 31.5 days) and c-Kit^+^Gr-1^low^ fraction (Fr 1) being the slowest (median survival of 49 days) (Fig. 4b). Phenotypic analysis of secondary recipient mice transplanted with three leukemia-engendering fractions revealed that similar to the primary TR mice, most of leukemia cells were c-Kit^+^Gr-1^high^ (Fig. 4c). The long-term repopulating capacity of different fractions was also confirmed by serial transplantation experiments. Meanwhile, c-Kit^+^ leukemia cells were also tested for repopulating capacity in limiting dilution transplantation assay (data not shown).

**Fig. 4:**
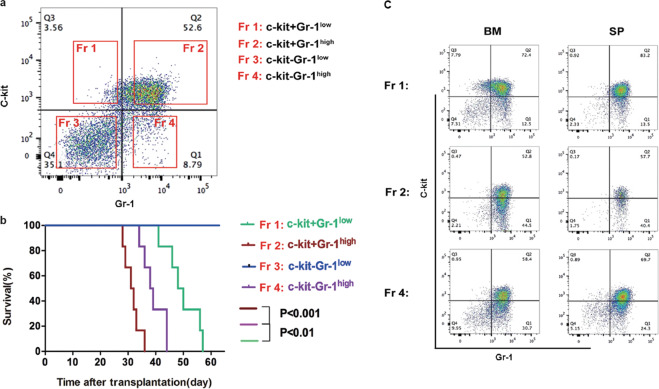
Different fractions of promyelocytes in TR mice exhibit varying leukemogenic potential. **a** Splenic leukemia cells from the third-generation TR mice were divided into four subpopulations according to their expression of cell surface markers C-kit and Gr-1. **b** Kaplan–Meier survival curves of recipient mice transplanted with different cell subpopulations (*n* = 6). **c** Phenotype analysis of recipient mice transplanted with different cell subpopulations.

### Transcriptome profiling associates with leukemic phenotype and predicts drug response

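RNA-seq data of 3 libraries were analysed, with 1 library per condition. The control library was made from lin⁻ bone marrow cells, which are cells left after removal of those with mature lineage markers, and it pooled 3 wild-type C57BL/6 mice. The TR1 and TR9 libraries were made from GFP⁺ bone marrow cells of the third generation of TR leukemia mice, and each pooled 3 mice. GFP is expressed from the same retroviral transcript as TBLR1-RARα (TR). Control and TR cells were therefore also isolated in different ways, by lineage depletion and by sorting for GFP. The authors filtered the reads, mapped them with BWA and Bowtie and estimated expression with RSEM, which divides reads that match several genes between them. They deposited for each gene the expected count, which need not be a whole number, and the FPKM, a count of fragments scaled for transcript length and library total. The genome build and the software versions are not named in the paper's text. Expected counts summed to 5488778 in control, 5571409 in TR1 and 5129662 in TR9, and 15302, 14642 and 14817 genes were listed. A gene not listed in a library was taken as 0 there. The 100 most abundant genes of each library held 15.8% of the counts in control, 23.1% in TR1 and 19.5% in TR9. The floor used here for folds, 3 counts, was 0.547 ppm of the counts in control, 0.538 in TR1 and 0.585 in TR9. For each gene, the log2 ratio of FPKM against control was taken after values under 0.01, the lowest FPKM listed, were set to 0.01. The expected counts were rounded and compared by a conditional exact Poisson test with Benjamini-Hochberg adjustment. Differentially expressed genes (DEGs) had a false discovery rate of at most 0.001 and an absolute log2 ratio of at least 1, the thresholds of the paper's methods. The test compares these libraries, not the conditions, and no difference between them has a replicate check. The 95% intervals given for single genes are exact conditional binomial (Clopper-Pearson) intervals of the log2 ratio and cover counting error only. A fold against a library with 3 counts or fewer was computed against 3 counts and is written as "at least". It is a lower bound for the observed counts only, and counting error allows a smaller fold. Gene lists were fixed in advance and are described by the median log2 ratio of their genes and its percentile among 10000 random lists of the same size matched on mean expression. Only members listed in a library were counted, so the number of genes given for a list or set leaves out its other members.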

To decipher the molecular basis of TR-expressing APL, RNA-seq was performed to analyze differential gene expression between GFP^+^ cells of TR mice (TR1 and TR9) and lin^−^ cells of control mice. 

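In TR1, 2120 of the 16282 genes listed in TR1 or control were downregulated and 1317 were upregulated. Downregulated genes were 61.7% of the DEGs (95% exact binomial interval 60.0 to 63.3, which treats genes as independent). In TR9, 1766 of 16303 genes were downregulated and 1527 were upregulated, and 53.6% of the DEGs were downregulated (95% exact interval 51.9 to 55.3). The median log2 ratio over all genes was −0.29 in TR1 and −0.12 in TR9, so the ratio of a typical gene was below 0 in both libraries. The split depended on how the libraries were scaled. FPKM scales a library by its total, whereas edgeR's TMM scaling sets the bulk of the genes level between 2 libraries. The TMM shift on the log2 scale was −0.25 for TR1 and −0.11 for TR9, and the ratios of genes above the floor rose by the size of that shift when it was taken out. With TMM scaling, TR1 had 1591 downregulated and 1694 upregulated genes, and 48.4% of its DEGs were downregulated. TR9 then had 1503 downregulated and 1717 upregulated genes, 46.7% downregulated. In scalings chosen after seeing the data, 49.3% of the DEGs of TR1 were downregulated with the median of ratios and 50.5% with the upper quartile. After FPKM were rescaled to the same sum in each library, as in TPM, this share was 73.3% in TR1 and 60.1% in TR9.

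**Figure D1:**
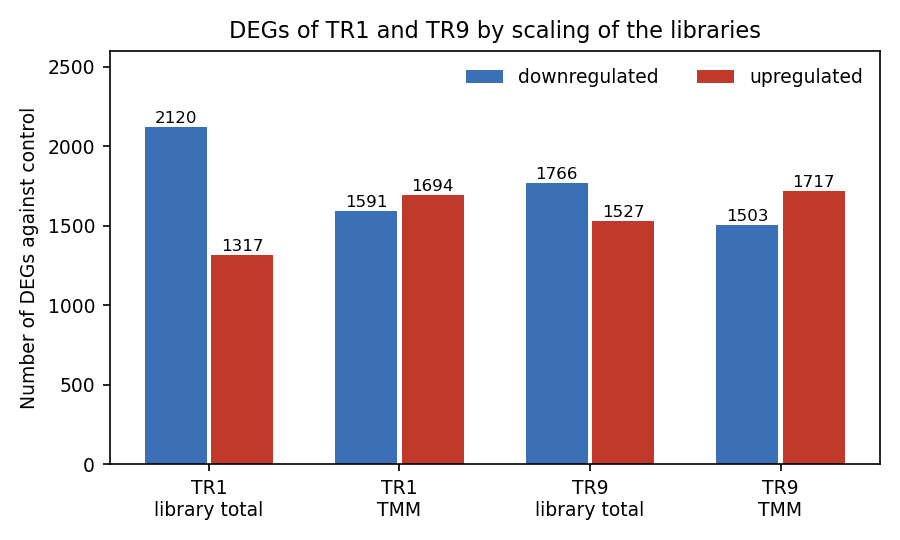
Bars give the number of genes down- and upregulated in TR1 and TR9 against control lin⁻ cells, from 1 library per condition, with libraries scaled by their total or by TMM. Blue bars are higher than red bars with scaling by the total (2120 against 1317 in TR1) and lower with TMM (1591 against 1694).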

Volcano plot (Fig. 5a) exhibit the global expression changes of all DEGs, with more downregulated genes than upregulated genes, indicating transcriptional repression mediated by TR fusion gene. Venn diagram shows the overlap between DEGs of TR1 and TR9 (Fig. 5b). 

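DEGs called in both TR1 and TR9 numbered 2373, of which 1404 were downregulated in both, 950 were upregulated in both and 19 had opposite directions. Another 1064 genes were called only in TR1 and 920 only in TR9. Of the genes downregulated in TR1, 66.2% were also downregulated in TR9, and 79.5% of those downregulated in TR9 were also downregulated in TR1. For upregulated genes these shares were 72.1% and 62.2%. A call in a single line does not show a difference between the lines. Compared directly, 363 of 15706 genes were lower and 681 were higher in TR9 than in TR1, and with TMM scaling 445 were lower and 551 higher. With TMM scaling, 2334 genes were shared, 1148 of them downregulated and 1165 upregulated in both. Across genes with an FPKM of at least 1 in both libraries, Pearson's r of log2 FPKM was 0.945 between TR9 and TR1 (10545 genes), 0.839 between TR1 and control (10222 genes) and 0.840 between TR9 and control (10441 genes). Genes are not independent replicates, so r describes only these libraries. The genes with opposite directions that were furthest apart were Tdrkh, Sgce and Syde1. Tdrkh had 50 expected counts in control, 0 in TR1 and 180 in TR9, and was at least 16.9-fold lower in TR1, with a log2 ratio of 1.94 in TR9 (95% interval 1.49 to 2.43). Sgce and Syde1 had 29 and 23 counts in control, 92 and 71 in TR9, and 0 in TR1.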

Further analyses based on these data were carried out. 

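GO terms were not tested here, and lists of lineage genes were used instead. Of the 16742 genes listed in any library, 8.39% were downregulated and 5.67% upregulated in both TR1 and TR9. Among 71 genes of hematopoietic cell lineages, 22 (31.0%) were downregulated and 6 (8.45%) upregulated in both. Myeloid genes did not all move in one direction. Of 8 genes of the primary granules, which promyelocytes form, 6 were upregulated in both lines, and of 22 genes of later granulocyte stages, 14 were upregulated in both. No gene of these granulocyte lists was downregulated in both. Of 19 monocyte and macrophage genes, 6 were downregulated and 5 upregulated in both. Elane, neutrophil elastase, lies on chromosome 10 from 79886247 to 79888215 in GRCm38 (GENCODE M21), a build taken from the reference because the files list only NCBI Gene IDs. Elane had 4272 expected counts in control, 45700 in TR1 and 60820 in TR9, and its log2 ratio was 3.39 (95% interval 3.35 to 3.44) in TR1 and 3.93 (3.88 to 3.97) in TR9. Ctsg, cathepsin G, on chromosome 14 from 56099881 to 56102574, had log2 ratios of 2.37 in TR1 and 3.27 in TR9. Camp, a gene of later granules, rose from 9 counts to 1165 in TR1 and 4842 in TR9. Chil3 rose from 46 counts to 50254 in TR1 and 4031 in TR9, and S100a8 from 72 to 16553 and 4486. Chil3 and S100a8 were lower in TR9 than in TR1, by log2 ratios of −3.52 and −1.76, whereas Camp was higher, by 2.18. Among monocyte genes, Ly6c2 had log2 ratios of 3.48 in TR1 and 3.66 in TR9, but its counts were not whole, so RSEM had divided some of its reads with other genes.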

First, significant GO analysis of all overlapped DEGs is visualized with REVIGO, predominantly enriched in terms related to leukemia phenotypes including myeloid cell differentiation, coagulation, and regulation of immune system process, etc. (Fig. 5c). Then the common downregulated and upregulated genes overlapped in Fig. 5b are mapped to GO (upper panel) and KEGG (lower panel) analysis (Fig. 5d). 

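All 27 listed erythroid genes and 26 of 29 megakaryocyte and platelet genes were downregulated in both TR1 and TR9, and none was upregulated in both. Of 20 genes of stem and multipotent progenitor cells, 13 were downregulated and 1 was upregulated in both, and of 14 eosinophil, basophil and mast cell genes 11 were downregulated in both. In a Reactome set for fibrin clot formation, 29 of 40 members were listed in a library. Of these 29, 11 were downregulated and 4 upregulated in both. Car1, an erythroid carbonic anhydrase on chromosome 3 from 14766216 to 14808368 (GRCm38, GENCODE M21), had 8107 expected counts in control, 2 in TR1 and 6 in TR9. It was at least 2743-fold lower in TR1, and its log2 ratio in TR9 was −10.29 (95% interval −11.75 to −9.18). Pf4, platelet factor 4 on chromosome 5 from 90772435 to 90773383, had 1212 counts in control and 0 in both TR libraries, at least 410.1-fold lower in TR1 and 378-fold lower in TR9. Its neighbor Ppbp, on chromosome 5 from 90768518 to 90770063, had 2250 counts in control, 0 in TR1 and 2 in TR9. The control cells were not sorted further by lineage, and these ratios do not separate the RNA of a gene per cell from the share of each cell type in a library.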

Consistent with in vitro and in vivo phenotypes, GO analysis showed that downregulated genes are most significantly enriched in myeloid cell differentiation and blood coagulation. 

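Sets of cytokine and innate immune signaling from Reactome stood in for GO terms, and cell adhesion was not analysed here. In a Reactome set for cytokine signaling, 214 of 298 members were listed in a library. Of these 214, 24 genes (11.2%) were upregulated and 13 (6.07%) downregulated in both TR1 and TR9. The set's median log2 ratio was −0.03 in TR1 and 0.16 in TR9, at percentiles 99.9 and 99.995 among matched random lists. In TR1 its direction depended on the scaling, with a median of 0.22 under TMM and positive medians in 3 scalings added after seeing the data (the median of ratios, the upper quartile and totals without the 100 most abundant genes). Of 105 genes of the Toll-like receptor cascades, 10 were upregulated and 6 downregulated in both. Their median was −0.06 in TR1 (percentile 97.2) and 0.09 in TR9 (percentile 97.96), and it was 0.19 in TR1 with TMM scaling, positive there in the same 3 added scalings, and −0.02 in TR9 with the added TPM scaling. Il1r2, the decoy receptor of interleukin-1, lies on chromosome 1 from 40074079 to 40125231 (GRCm38, GENCODE M21). It had 2 expected counts in control, 1515 in TR1 and 47 in TR9, at least 498-fold higher in TR1 and at least 16.8-fold higher in TR9. The log2 ratio of Il1r2 between TR9 and TR1 was −4.89 (95% interval −5.34 to −4.47). Il1a, also of the cytokine set, went the other way, with 53 counts in control and 0 in both TR libraries. Of the Toll-like receptor set, Cd36 had 35, 2 and 4 counts in control, TR1 and TR9, and Dusp3 had 155, 9.04 and 13.7. Itgb2l of that set rose from 1 count to 159 in TR1 and 40 in TR9.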

Meanwhile, upregulated genes showed enrichment mainly in the regulation of cytokine production, inflammatory response, and cell–cell adhesion. 

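KEGG gene sets were not used here. Hand-written lists, fixed in advance, covered transcriptional misregulation in cancer and the JAK/STAT and NF-κB pathways, and MAPK signaling was not analysed. Of 118 genes of transcriptional misregulation in cancer, 16 (13.6%) were upregulated and 21 (17.8%) downregulated in both TR1 and TR9, against 5.67% and 8.39% of all listed genes. The median log2 ratio of this list was −0.27 in TR1 and −0.20 in TR9, at percentiles 47.7 and 22.0 among matched random lists. Of 51 JAK/STAT genes, 9 (17.6%) were upregulated and 11 (21.6%) downregulated in both. The JAK/STAT median was −0.10 in TR1 (percentile 86.3), where it was 0.15 with TMM scaling and positive with all but TPM of the 4 added scalings, and −0.23 in TR9 (percentile 16.8). Of 47 NF-κB genes, 11 (23.4%) were upregulated and 0 downregulated in both. Their median was 0.13 in TR1 (percentile 99.0), where it was −0.09 with the added TPM scaling, and 0.46 in TR9 (percentile 99.9). Tnfsf13b, which encodes the cytokine BAFF, had 1 expected count in control, 61 in TR1 and 75.1 in TR9, at least 20.0-fold and 26.8-fold higher. Map3k8 had 5, 75 and 40 counts, with log2 ratios of 3.89 in TR1 (95% interval 2.60 to 5.55) and 3.11 in TR9 (1.76 to 4.80). Ptgs2 had 4, 43 and 36 counts. Among downregulated genes of the misregulation list, Hoxa9 and Mycn had 144 and 43 counts in control and 0 in both TR libraries. Of the JAK/STAT genes, Epor had 316 counts in control, 0 in TR1 and 1 in TR9, and Il10ra had 63, 1 and 5. Hoxa9 lies on chromosome 6 from 52223100 to 52231089 (GRCm38, GENCODE M21) and was at least 48.7-fold lower in TR1 and 44.9-fold lower in TR9.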

Concerning KEGG pathways, pathways enriched most significantly by upregulated genes involve transcriptional misregulation in cancer and in canonical cancer pathways, including mitogen-activated protein kinase (MAPK) signaling pathway, Janus kinase/signal transducer and activator of transcription (JAK/STAT) signaling pathway, and nuclear factor-κB (NF-κB) signaling pathway, etc. Besides, most prominent pathways enriched in downregulated genes include platelet activation, ferroptosis, extracellular matrix–receptor (ECM–receptor) interaction, and metabolic pathways, etc. 

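The sets used here were not those of KEGG, and included Reactome sets and a hand-written list of ferroptosis genes. Of 179 Reactome platelet activation genes, 42 (23.5%) were downregulated and 17 (9.50%) upregulated in both TR1 and TR9. Of 38 ferroptosis genes, 13 were downregulated and 2 upregulated in both. The ferroptosis median log2 ratio was −0.75 in TR1, at percentile 0.015, and −0.38 in TR9, at percentile 3.20. The percentile in TR9 moved to 1.45 with a pseudocount of 1 FPKM. It was 3.61 with a minimum of 1 FPKM and 9.74 among random lists not matched on expression. For extracellular matrix organization, 211 of 265 members were listed in a library. Of these 211 genes, 45 were downregulated and 21 upregulated in both. Their median was −0.98 in TR1 and −0.65 in TR9, each at or under percentile 0.015, but with a pseudocount of 1 FPKM it was −0.16 in TR1 (percentile 21.6) and −0.12 in TR9 (percentile 6.94). For metabolism, 10 of 14 porphyrin genes were downregulated in both, with medians of −2.01 in TR1 and −2.05 in TR9. Of 33 purine metabolism genes, 5 were downregulated and 4 upregulated in both, and the median was −0.25 in TR1 (percentile 39.5) and −0.60 in TR9 (percentile 0.025). Gp6, the platelet collagen receptor on chromosome 7 from 4363965 to 4397744 (GRCm38, GENCODE M21), had 91 expected counts in control and 0 in both TR libraries, at least 30.8-fold lower in TR1 and 28.3-fold lower in TR9. Of the ferroptosis genes, Acsl6 had 118 counts in control, 1 in TR1 and 0 in TR9, and Alox15 had 181 in control and 0 in both. Steap3 had 879, 50 and 31 counts, with log2 ratios of −4.16 (95% interval −4.60 to −3.75) and −4.73 (−5.29 to −4.21). Alas2, of the porphyrin set, and Lum, of the matrix set, had 68 and 71 counts in control and 0 in both TR libraries. Col6a6, also of the matrix set, went the other way, from 0 counts in control to 499 in TR1 and 122 in TR9. In purine metabolism, Ada rose from 68 counts to 441 in TR1 and 304 in TR9, and Nt5e from 2 to 204 and 149, at least 67.0-fold and 53.1-fold higher.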

We next performed GSEA analysis to verify the enrichment of specific gene sets related to leukemogenesis. As displayed in Fig. 5e, a group of GSEA terms negatively enriched in TR1 and TR9 mice suggested myeloid differentiation block (left) and bleeding diathesis (middle), consistent with in vitro and in vivo phenotypes of TR mouse model. 

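The GSEA gene sets were not used here. Erythroid genes had a median log2 ratio of −9.25 in TR1 and −8.17 in TR9, and megakaryocyte and platelet genes −7.52 and −6.17. All 4 medians were at percentile 0.005, the lowest that 10000 random lists can give. Fibrin clot formation had medians of −2.50 and −2.21, also at this lowest percentile, but −0.30 at percentile 3.85 in TR1 with a pseudocount of 1 FPKM. For the Reactome platelet activation set the medians were −0.49 in TR1 (percentile 0.180) and −0.40 in TR9 (percentile 0.100). Megakaryocyte development and platelet production had medians of −0.52 (percentile 0.115) and −0.38 (percentile 0.315). Hematopoietic cell lineage genes had medians of −1.0 in TR1 and −1.28 in TR9, at percentiles 0.015 and 0.005. Monocyte and macrophage genes were at −0.68 (percentile 1.34) and −0.62 (percentile 0.485). Primary granule genes were higher in both lines, with medians of 2.32 in TR1 and 2.15 in TR9, and so were late granulocyte genes, with 3.17 and 2.84, all at percentile 99.995. Within the late granulocyte list, 22 of 22 genes were higher than control in TR1 and 18 of 22 in TR9. None of these 9 lists changed direction in either line under the alternative scalings, filters or pseudocount tried.

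**Figure D2:**
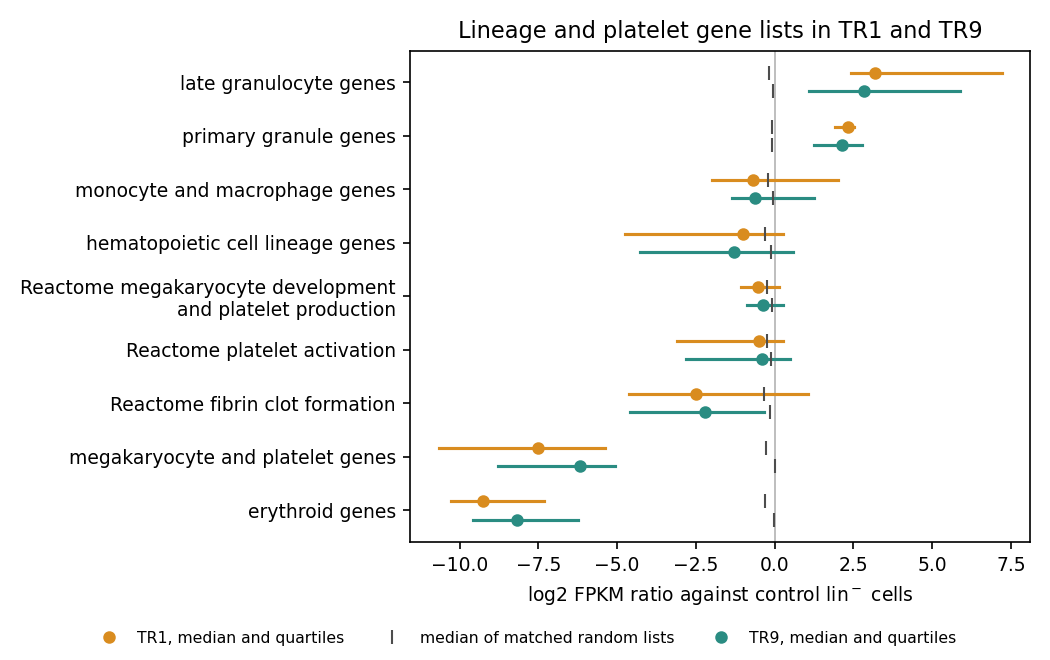
Points give the median log2 FPKM ratio of each gene list against control lin⁻ cells in TR1 and TR9 (1 library each), lines its quartiles, and grey ticks the median of 10000 matched random lists. Both granulocyte lists lie to the right of 0, at 2.15 to 3.17, and the other 7 lists to the left, down to −9.25 for erythroid genes in TR1.

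The paper takes the larger number of downregulated genes as repression mediated by the TR fusion gene. From the sets negatively enriched in TR1 and TR9, it proposes a block of myeloid differentiation and a bleeding diathesis, which it sets beside the phenotypes of the TR mice.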

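RNA of the enzymes of histone deacetylation was not higher as a group in either TR line than in control. The 18 listed histone deacetylases had a median log2 ratio of −0.26 in TR1 (percentile 44.9) and −0.24 in TR9 (percentile 22.0). For 34 corepressor genes of deacetylase complexes the median was −0.51 in TR1 (percentile 1.24) and −0.28 in TR9 (percentile 14.0). The Reactome set of HDACs that deacetylate histones, with 42 of 45 members listed in a library, had medians of −0.48 (percentile 2.89) and −0.33 (percentile 7.14). Between TR9 and TR1, the medians were 0.11 for the deacetylases (percentile 44.9), 0.20 for the corepressors (percentile 94.9) and 0.15 for the Reactome set (percentile 76.3). The first of these was −0.02 with TMM scaling and −0.01 with the median of ratios, chosen after seeing the data, so its direction depended on the scaling. Hdac3 lies on chromosome 18 from 37935844 to 37955016 (GRCm38, GENCODE M21). Hdac3 had 542 expected counts in control, 366 in TR1 and 388 in TR9, with log2 ratios of −0.59 (95% interval −0.78 to −0.39) and −0.39 (−0.58 to −0.19), and was not a DEG. Hdac11 was the only deacetylase downregulated in both lines, from 28 counts in control to 2 in TR1 and 3 in TR9. Against the floor of 3 counts it was 9.47-fold and 8.72-fold lower. The 95% intervals of its log2 ratio were wide, −6.94 to −1.84 in TR1 and −5.49 to −1.43 in TR9. Among the corepressors, Rcor2 fell from 72 counts to 2 and 6. Chd3 had log2 ratios of −1.16 in TR1 and −1.41 in TR9, and Mta3 −1.46 and −1.06. With TMM scaling, Chd3 was no longer called in TR1 (−0.91) and Mta3 was no longer called in TR9 (−0.95).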

Beyond this, it should be noted that analysis of TR9 mouse revealed an enrichment of histone deacetylation (upper right). Despite the known mechanism of aberrant chromatin acetylation in APL, we did see recruitment of endogenous transcriptional corepressors including HDAC3 in 293T cells expressing TR, which could not completely release from TR/RXR fusion protein with treatment of ATRA [11]. Combining GESA results and validated in vitro studies, potential efficacy of HDACI treatment targeting histone deacetylation underlying TR-driven APL could be predicted.

**Fig. 5:**
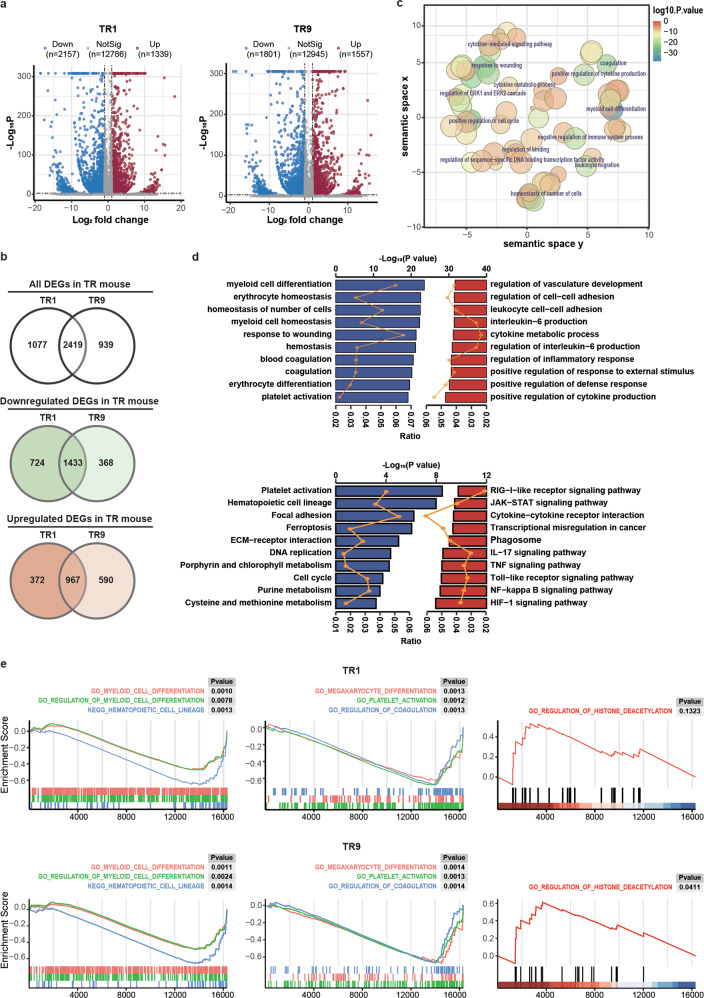
Transcriptional signature of TBLR1-RARα leukemic mice. **a** Volcano plots reflect overall gene expression in TR1 and TR9 mice compared with control mice. Significant upregulated and downregulated DEGs were shown in red and blue, significantly. **b** Venn diagrams show the overlap between DEGs of TR1 and TR9. **c** GO enriched terms among common DEGs were summarized and visualized as a scatter plot using REVIGO. The circle color represents the log10-transformed *p*-value and the circle size represents the number of genes enriched in one term. **d** GO enrichment (upper panel) and KEGG pathway (lower panel) were analyzed by ClusterProfiler. The bar chart represents significance of gene enrichment for GO term or KEGG pathway. The orange lines indicate the percentage of enrichment ratio. **e** Gene set enrichment analysis (GSEA) was performed in DEGs of TR1 and TR9 leukemia mice. Significant gene sets (*p* < 0.05) identified using GSEA include phenotypes of differentiation (left), bleeding diathesis (medium), and histone deacetylation (right).

### HDACIs rather than ATRA or As_2_O_3_ confer survival advantage against TR mice

Although in vitro differentiation assay confirmed the sensitivity of TR-expressing lin^−^ cells to ATRA, the in vivo effectiveness of either monotherapy or combination therapy of ATRA and As_2_O_3_ still awaits further validation. It was observed that cells from TR1 and TR9 mice presented certain differentiated characteristics upon ATRA treatment (Supplementary Fig. 1a) with phenotypic discordance. Except for differed ratio of CD11b^+^ cells in TR1 and TR9 mice, a significant reduction of c-Kit^+^ cells was observed in TR9 rather than in TR1 mouse (Supplementary Fig. 1b). Given that the APL patient harboring TR failed to achieve clinical remission with ATRA and As_2_O_3_ treatment clinically, as well as a potential HDACIs response mentioned above, we then utilized TR murine model to validate responses of TR mouse to ATRA, As_2_O_3_, and HDACIs in vivo (Fig. 6a).

**Fig. 6:**
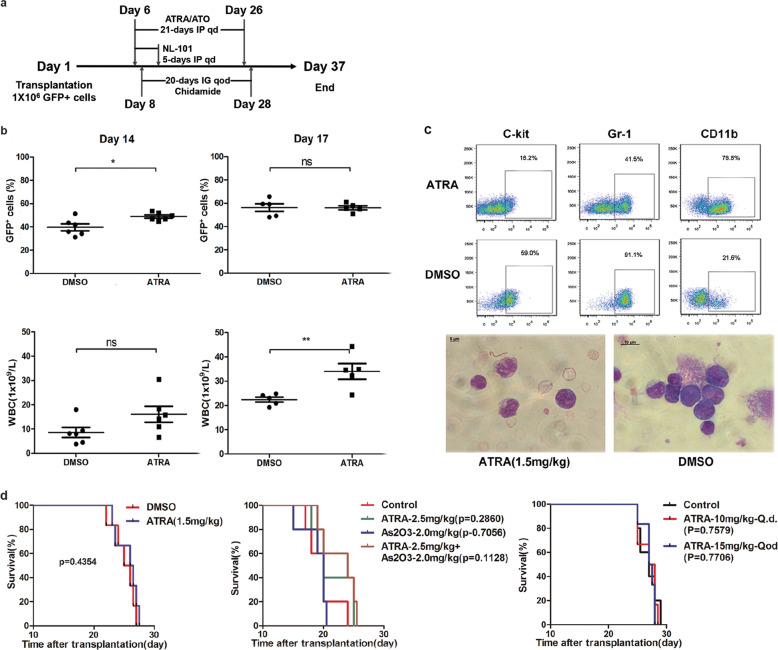
ATRA and As_2_O_3_ failed to prolong the survival of TR mice in vivo. **a** Schematic diagram of overall transplantation and treatment schedule. IP, intraperitoneal administration; IG, intragastrical administration; qd, once daily; qod, once every other day. **b** Sublethally irradiated mice were treated with ATRA (1.5 mg/kg, day 6–26, IP qd) or DMSO (day 6–26, IP, qd) for 5 days after inoculation. The percentages of GFP^+^ cells and WBC counts in the peripheral blood were monitored at day 14 and 17 after the start of treatment. **c** Phenotypes and morphology analysis of GFP^+^ cells from peripheral blood after treatment. **d** Left panel: Kaplan–Meier survival curves of DMSO and ATRA (1.5 mg/kg)-treated groups. Middle panel: survival curves of ATRA and AS_2_O_3_ alone or combination treatment. Right panel: survival curves of the recipients treated with higher doses of ATRA (10 mg/kg, day 6–26, IP, qd; 15 mg/kg, day 6–26, IP, qod) and DMSO (day 6–26, IP, qd).

Five days after transplantation, recipient mice were administered with ATRA (1.5 mg/kg) and dimethyl sulfoxide as control, respectively, for 21 days via intraperitoneal injection. As is shown in Fig. 6b, there was no significant difference in the percentage of GFP^+^ cells between two groups, whereas white blood cell (WBC) counts in ATRA-treated group were higher than that of the control group, which may be attributed to the differentiation effect of ATRA. This is indeed the case, as Fig. 6c revealed, most of the GFP^+^ cells in the peripheral blood were differentiated granulocytes in ATRA group, with immature cells in control mice. Low doses of ATRA failed to prolong the survival of TR mice. Similarly, increased doses of ATRA and As_2_O_3_, as well as the standard combination therapy, conferred no obvious survival benefit (Fig. 6d).

Chidamide, a selective benzamide-type HDACI, has been ratified to treat T-cell lymphoma in China [23]. Previous studies showed that chidamide exerts anti-leukemia effect in hematologic malignancies [24, 25]. Therefore, we first challenged TR mice with chidamide in vitro and in vivo. As shown in Fig. 7a, TR leukemia cells treated with 1 µM ATRA produced fewer colonies than control group, whereas colonies were barely detected when incubated with 1 µM chidamide alone or together with 1 µM ATRA. This result revealed that the proliferative capacity of TR mouse leukemia cells was severely inhibited by chidamide. Consistently, chidamide inhibited the growth of GFP^+^ cells in peripheral blood in a dose-dependent manner in vivo. Leukemic mice receiving 12.5 and 25 mg/kg chidamide survived much longer than mice in control and 5 mg/kg groups (Fig. 7b).

**Fig. 7:**
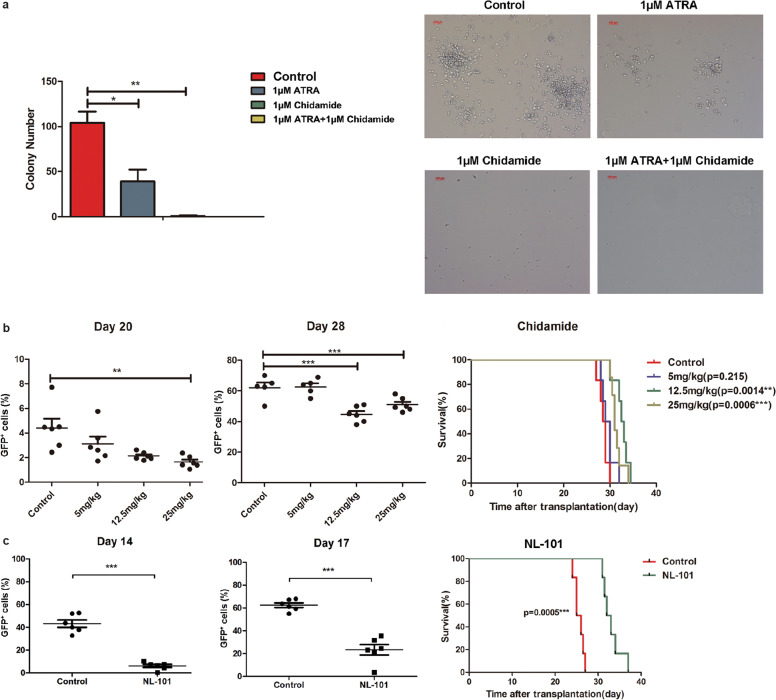
HDACIs confer survival advantage against TR mice. **a** Spleen cells (GFP^+^ cells > 85%) from leukemia mice were plated in methylcellulose medium (M3434) in the presence of 1 µM ATRA and/or 1 µM chidamide, or DMSO solvent for colony formation assay. The colony number and morphology were counted and observed (scale bars, 10 µm). **b** Seven days after transplantation, recipients received different doses of chidamide (5, 12.5, or 25 mg/kg/day, 8–28, IG, qod). Left panel: the percentage of GFP^+^ cells in the peripheral blood of four groups was monitored at day 20 and day 28 after transplantation. Right panel: survival curves of four groups with chidamide or control treatment. **c** Five days after transplantation, recipients were administrated with NL-101 (30 mg/kg, day 6–10, IP, qd). Left panel: the percentage of GFP^+^ cells in the peripheral blood of NL-101 and control groups monitored at day 14 and 17 after therapy initiation. Right panel: survival curves of two groups.

Another novel HDACI NL-101, a compound combining bendamustine with vorinostat (SAHA), was reported to induce apoptosis and DNA damage in myeloid leukemia cells and prolonged the survival of t(8;21) leukemia mice in our previous study [26]. Therefore, the therapeutic effect of NL-101 on TR mice was examined. Intriguingly, GFP^+^ cells dramatically decreased upon NL-101 (30 mg/kg) administration with the median survival time significantly increasing from 25.5 days in the control group to 32.5 days in the NL-101-treated group (Fig. 7c).

## Discussion

Although the paradigmatic combined therapy of ATRA and As_2_O_3_ have benefited most patients with APL to be definitively cured, rare cases of APL with fusion genes other than PML-RARα still exist with molecular pathogenesis remaining largely unclear. In this study, we successfully established a new APL murine model and investigated the in vivo phenotypes and potential therapy for TR-driven APL, which bridges the knowledge gap and provides potential therapeutic strategies for APL with rare fusion genes.

Previous studies have utilized multiple mouse models with regulatory sequences to direct the expression of PML-RARα under promoters of specific stages (*CTSG* and *MRP8*), contributing to antecedent myeloproliferative diseases (MPD) after a long latent period with high WBC counts and different penetrance [14, 15, 18, 20, 27]. The murine transplantable model described in this study using lin^−^ cells expressing TR differs from prior models in several aspects. First, TR leukemia model led to 100% recipient mice developing aggressive leukemia without MPD with an acute onset during serial passaging, which might be partly due to a great increase in the frequency of proper TR targeting. Second, it is known that human APL is characterized by low WBC counts and barely detectable levels of CD34- or CD11b-positive cells [28, 29]. We observed that most primary TR mice presented with normal WBC counts and phenotypes of Sca-1^+^CD34^+^c-Kit^+^Gr-1^+^CD11b^+^, whereas Sca-1^+^, CD34^+^, and CD11b^+^ cells sharply reduced with serial passages. Third, consistent with clinical manifestations of APL patients, TR mice presented with serious hemorrhagic tendency in an advanced disease stage, which were not reported in previous models of PML-RARα [17], PLZF-RARα [18], NPM-RARα [18], and NuMA-RARα [20]. All the above results indicate TR mouse model parallels clinical observations in individuals and recapitulates human APL more accurately than other models. However, in primary graft, there were still 12 mice in the TR group that did not develop leukemia. The compartment where TR is expressed and the specific level of fusion gene expression may have an impact on malignant transformation. Further studies are needed to validate TR mouse models.

Transcriptome profiling of DEGs from TR mouse cells are strongly related to certain leukemic phenotypes. On the one hand, downregulated genes are significantly enriched to GO terms including myeloid cell differentiation and blood coagulation, implying features of differentiation blockage and bleeding diathesis in TR APL, which are also characteristics typical of APL patients with PML-RARα fusion gene. Besides, KEGG enrichment of downregulated genes showed pathways including ferroptosis, ECM–receptor interaction, focal adhesion pathway, and metabolic pathways. Ferroptosis is a specific type of programmed cell death (PCD) and a form of non-apoptotic cell death that depends on iron signaling as well [30]. It has been reported that the resistance to PCD confers drug resistance in AML and the ferroptosis inducer erastin could enhance the sensitivity of AML cells to chemotherapeutic agents [31]. The roles of the ECM–receptor interaction pathway and focal adhesion pathway in AML still remain unclear. In terms of metabolism pathways enriched in downregulated genes, studies have found that leukemia progenitors would activate different programs of the metabolism based on their levels of differentiation blockade [32]. On the other hand, GO and KEGG analysis of upregulated DEGs showed enrichment in regulation of inflammatory response, transcriptional misregulation in cancer, and canonical pathways in AML. For instance, the JAK/STAT pathway is known to be activated by multiple cytokines and cross-talks with MAPK and NF-κB pathways to mediate inflammatory response [33, 34]. Wartman and colleagues used whole genome sequencing to validate the cooperation of JAK1 mutations with PML-RARα, which implicated the JAK/STAT pathway in the pathogenesis of APL [35]. 

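Ddx58, which encodes RIG-I, lies on chromosome 4 from 40203773 to 40239828 (GRCm38, GENCODE M21). Its expected count was 128 in control, 445 in TR1 and 577 in TR9, and its log2 ratio was 1.77 (95% interval 1.49 to 2.07) in TR1 and 2.26 (1.99 to 2.56) in TR9. Its FPKM rose from 4.69 to 16.0 and 22.5. Of the Reactome pathway in which RIG-I and MDA5 induce interferon, 44 of 61 members were listed in a library. Of these 44 genes, 5 were upregulated and 2 downregulated in both lines. The set's median log2 ratio was 0.01 in TR1, at percentile 96.6, and 0.21 in TR9, at percentile 99.3. In TR1 it was −0.21 with TPM scaling, chosen after seeing the data, so the direction in TR1 depended on the scaling. Nfkbia rose from 92 counts to 1057 in TR1 and 304 in TR9. Mavs, the adaptor that RIG-I signals through, moved the other way, with 230 counts in control, 16 in TR1 and 63 in TR9 and log2 ratios of −3.86 (95% interval −4.70 to −3.14) and −1.80 (−2.20 to −1.36).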

Notably, KEGG pathway of upregulated genes also involved RIG-I-like receptor pathway, whereas RIG-I, namely retinoic acid-inducible gene I, has been reported to upregulate during differentiation of APL induced by RA [36].

Despite the in vitro sensitivity to ATRA-induced cell differentiation, neither single agent of ATRA nor combination with As_2_O_3_ brought survival benefit to TR mice, which is consistent with clinical cases of TR APL. To explain this discrepancy, several aspects should be taken into consideration. For one thing, ATRA-triggered terminal differentiation is insufficient for APL clearance. For another, albeit oncoprotein degradation was responsible for the loss of leukemia-initiating cells (LICs), definitive tumor clearance of APL may be dependent on restoration of PML nuclear bodies (NBs) and subsequent activation of p53 [37]. PLZF-RARα is degraded and yields comparable terminal differentiation compared with PML-RARα upon exposure to ATRA, whereas the clinical outcome of patients did not improve. Similar to PLZF-RARα, TR could be degraded with full differentiation after the treatment of pharmacologic doses of ATRA, whereas both in vivo studies and clinical observations revealed no survival advantage. As PML NBs are not disrupted in PLZF-RARα and TR-driven APL, inactivation of NB-initiated PML-p53 axis may not lead to subsequent abrogating LIC activity. Moreover, when combinational ATRA and As_2_O_3_ allows synergistic degradation, ATRA binds the RARα moiety while As_2_O_3_ alters PML NB biogenesis by direct targeting PML [38]. As_2_O_3_ plays a more profound role in LIC loss and APL eradication than ATRA, by targeting both wild-type PML and fusion genes to restore and promote normal PML NB assembly [39]. Same as the above mentioned, TR would not respond to As_2_O_3_ due to no initial disruption of PML NBs, which may also account for incomplete LIC loss.

Aberrant recruitment of HDACs by fusion oncoproteins was known to play an instrumental role in APL pathogenesis [40], prompting the advance of HDACIs targeting epigenetic alterations to reverse transcriptional repression. The anti-tumor activities of HDACIs mainly involve cellular processes such as apoptosis, cell cycle, and differentiation [41]. For instance, in an ATRA-resistant PLZF-RARα transgenic murine model, SAHA induced apoptosis, growth inhibition, and synergizes with ATRA to increase differentiation. As previously reported, NL-101 has been proved to significantly prolong the survival of t(8;21) leukemia mice with enhanced efficacy than bendamustine [26]. In this study, both chidamide and NL-101 exhibited powerful therapeutic potential for TR mice without obvious toxicity. Apart from well-proven anti-leukemic effects, HDACI was also shown to acetylate p53 and activate transcription [42], based on the context that p53 activation was blunted by PML-RARα expression [43]. As above mentioned, either ATRA or As_2_O_3_-mediated p53 reactivation acts downstream of PML NB restoration. HDACIs might elicit loss of self-renewal in TR-driven APL via other pathways bypassing the PML-p53 axis. However, although HDACIs revealed promising efficacy in TR murine model, which can be performed as a prelude to human trials, there is a current lack of long-term clinical success in HDACI administration [44]. Further investigation in human clinical trials is needed for validation of HDACI efficacy. Future studies of therapeutic regimens could focus on combining ATRA-based differentiation therapy with novel drugs targeting self-renewal pathways, which may mimic and surrogate the effect of As_2_O_3_ in PML-RARα-driven APL to abrogate self-renewal and finally contribute to disease clearance.

In summary, we established and utilized a new APL murine model to identify and characterize in vitro and in vivo phenotypes of TR-induced APL. As opposed to in vitro sensitivity, ATRA and As_2_O_3_ fail to bring survival advantage to TR mice. Instead, HDACIs including chidamide and NL-101 significantly prolonged the survival of TR mice, which may be therapeutically exploited in APL with rare fusion genes.

## Supplementary information

Figure legend of Figure S1

Figure S1

## Data Availability

RNA-seq data have been deposited into the Gene Expression Omnibus (GEO) database under accession number GSE 174247.

# Supplementary material for: A novel fusion protein TBLR1-RARα acts as an oncogene to induce murine promyelocytic leukemia: identification and treatment strategies
**Source:** Cell Death Dis. 2021 Jun 11;12(6):607. doi: 10.1038/s41419-021-03889-0
**Supplement:** Supplementary file 1 — Figure legend of Figure S1

**Supplementary Figure 1: TR murine leukemic cells are sensitive to ATRA in vitro** (a) Morphologic changes of cells from TR1 and TR9 mice treated with different concentrations of ATRA or DMSO solvent as control for 3 days (Wright-Giemsa staining, scale bars represent 10µm). (b) Analysis of cell surface expression of C-kit, CD11b and CD16 incubated in different concentrations of ATRA or DMSO solvent for 3 days.

How the deposited data were processed for this re-analysis (not part of the article)

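RNA-seq was analysed in 3 libraries, 1 per condition: lin⁻ bone marrow cells of wild-type control mice, and GFP⁺ bone marrow cells of TR1 and of TR9 leukemia mice. Each library pooled 3 mice, and the labels give their age as 6 to 8 weeks. The conditions were taken from the sample labels and the paper's methods, which name the third generation of TR leukemia mice.

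The authors filtered the reads, mapped them with BWA and Bowtie and quantified genes with RSEM. They deposited for each library the expected count of each gene, which RSEM estimates and which need not be a whole number, without normalization. The FPKM that the authors deposited beside it were scaled by RSEM for gene length and for the total of the library. Gene length, also in the deposited files, was used only to sort genes into length classes. The genome build, the annotation, the software versions and the value put in place of an FPKM of 0 are not named in the paper's text. The paper's methods give a Poisson method for DEGs with a false discovery rate of at most 0.001 and an absolute log2 ratio of at least 1.

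Expected counts summed to 5488778 in control, 5571409 in TR1 and 5129662 in TR9. At this depth, 3 counts were taken as the floor. Between 19.9% and 21.2% of the listed genes had an expected count that was not whole. The files list genes by NCBI Gene ID. Of the 16742 IDs listed in any library, 16698 were matched to the RefSeq gene table of GRCm38.p6, which was used for names only. Coordinates of named genes were taken from GENCODE M21 (GRCm38). In all, 13212 genes were listed in all 3 libraries.

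Expected counts were rounded and compared between 2 libraries by a conditional exact Poisson test (scipy 1.17.1) with Benjamini-Hochberg adjustment over the genes listed in either library. The log2 ratio was that of FPKM, with values under 0.01 set to 0.01. Such a test compares the reads of those libraries, not the conditions, and no replicate gives the spread between mice. Intervals are 95% exact (Clopper-Pearson) and cover counting error only. Where a library had 3 counts or fewer, the fold was computed against 3 counts. Such a fold is a lower bound for the observed counts only and leaves out counting error.

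Gene lists were written by hand or taken as mouse Reactome sets from the data of the R package fgsea. Members not listed in any library were left out, so a set can be smaller here than in its source. A list is described by its median log2 ratio and the percentile of that median among 10000 random lists of the same size, drawn from 20 classes of mean expression with a fixed seed of 1. A percentile under 2.5 or over 97.5 was taken as apart from the random lists. GO, KEGG and GSEA gene sets were not used here.

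Genes named in the text followed a rule written in advance. It took every gene the paper names, the 3 genes of each list with the largest mean change among those called in the same direction in both TR1 and TR9, the 5 highest and 5 lowest genes called in both with an FPKM of at least 10 in a library, and the 3 genes with opposite directions that were furthest apart. It also took listed sex-linked and insertion-site genes that differed by a log2 ratio of at least 3 between libraries with an FPKM of at least 5 in the higher. The order of genes at 0 in a library rests on the floor of 0.01 FPKM. The text reports some of these genes. One of the 5 lowest has no name in the gene table and is not reported here, and Ly6g was not analysed here. Xist, Tmem254a, Tmem254c, H2-Q6, H2-Q7 and H2-Q8 were chosen after their values were seen.

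The alternatives were a floor of 0.001 FPKM, a pseudocount of 1 FPKM, a minimum of 1 FPKM or of 10 expected counts, TMM scaling from edgeR 4.0.16 in R 4.3.3, the Audic–Claverie test, edgeR's exact test with an assumed biological coefficient of variation of 0.2, a false discovery rate of 0.05, an absolute log2 ratio of at least 2, random lists not matched on expression, and the Reactome HDAC set without core histone genes. Scaling by totals without the 100 most abundant genes, TPM scaling, the median of ratios and the upper quartile were chosen after seeing the data.

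The steps were tested on simulated data. In counts drawn for 15744 genes from the real means, with 200 genes of mean count of at least 20 changed by a log2 ratio of 2 in size, the Poisson test called 191 of them (95.5%) and 0 unchanged genes. The Audic–Claverie test called 192, and edgeR's exact test at the assumed variation called 64 (32%) and 0 unchanged genes. All simulated counts varied by Poisson error only, without variation between mice or cell preparations. The 0 false calls of the Poisson test follow from that and do not show how it behaves in the real libraries. The variation assumed for edgeR's test was not in the simulated counts either, so the tests are not ranked by these numbers. A simulated lowered list of 30 genes was at percentile 0.05, and 8 of 200 unchanged lists were outside 2.5 to 97.5. TMM returned a shift of −0.477 for a simulated −0.482 over 15623 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.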

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

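Tests of gene length, low expression, loss of lineages and sex of the pools were set before the data were examined, and the other tests below were chosen only after the result was seen. With 1 library per condition, every pattern here is a difference between libraries.

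In 19 genes, TR1 and TR9 moved in opposite directions against control, 15 of them up in TR9 and down in TR1 and 4 the other way. All 19 (100%) were also called in the direct comparison of TR9 with TR1, which adds little, because opposite calls against the same control already place the lines apart. With TMM scaling 16 of the 19 (84.2%) were still called in opposite directions, and 21 genes were in all. The TMM shifts are too small to turn such genes around, so this does not test abundant genes as the source. Between lines that each pooled 3 mice, a difference between the leukemias cannot be told apart from a difference between the pools, because neither line has a second library. No biological explanation was tested.

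Late granulocyte genes were higher than control in both lines but lower in TR9 than in TR1, with a median log2 ratio of −1.44 between TR9 and TR1. TMM scaling left this at −1.57. A candidate explanation is a smaller share of mature granulocytes among the sorted TR9 cells, in which case genes of the earlier primary granules would not fall with them. Their median was at percentile 86.5 among matched random lists between TR9 and TR1. That leaves this explanation open, but a lower level of these RNAs per cell at the same composition would give the same values. Camp went the other way and was higher in TR9. The paper does not report this difference.

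The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not discuss, summed to 1413 expected counts in control, 4 in TR1 and 6.05 in TR9. In FPKM the sums were 82.3, 0.21 and 0.39. The GFP⁺ cells descend from transduced donor cells, so the sex of the recipient mice in a TR pool does not bear on them. A difference of sex between those donors and the control mice would be a candidate explanation. However, Xist, which female cells express, had an FPKM of 0.38 in control, 0.54 in TR1 and 2.26 in TR9. The log2 ratio of Xist against control was 0.51 in TR1 (95% exact interval −0.11 to 1.15), and it was 0.76 with TMM scaling. Xist was called up in TR9 only, and a smaller rise in TR1 is not excluded. In TR1, Xist was thus close to control, which expresses the Y-linked genes, so female donor cells have less support in TR1 than in TR9. Without a library of known female cells the level to be met is not set, and loss of Y-linked RNA in the leukemia cells was not tested. The labels do not settle it, and the paper bought mice of both sexes without giving the sex of the donors or of the control mice.

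Dmrt1, H2-Q9 and Tmem254b were at 0 in control and upregulated in both lines. They were picked by a log2 ratio that rests on the floor of 0.01 FPKM, so they are not ranked here against genes with counts in control. Dmrt1 had 430 expected counts in TR1 and 319 in TR9. Both counts were whole, which goes against reads shared with other genes. H2-Q9 had 423 and 473 counts. The summed counts of H2-Q6, H2-Q7, H2-Q8, H2-Q9 and H2-Q10 were 272 in control, 1324 in TR1 and 2007 in TR9, log2 ratios of 2.26 and 2.98, so division of reads within this family does not account for the whole rise, though it can set which member is at 0. Tmem254b had 209.6 counts in TR1 and 317 in TR9, but Tmem254a, Tmem254b and Tmem254c together had 293 in control, 230.0 in TR1 and 332 in TR9, log2 ratios of −0.37 and 0.28. The rise of Tmem254b is therefore likely to come from a different division of reads among near-identical genes. In all, 19 genes at 0 in control had at least 50 counts in both TR libraries, and 14 of them had whole counts. Insertion of the retrovirus or a difference of strain was not tested.

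Genes of stem and multipotent progenitor cells had a median log2 ratio of −5.52 in TR1 and −5.17 in TR9, and eosinophil, basophil and mast cell genes −5.74 and −5.02, although the paper's RNA-seq results name neither group. A candidate explanation is that lin⁻ control cells contain progenitors of several lineages and the sorted GFP⁺ cells do not. It predicts a fall in the lists of each such lineage. Of 6 lists (erythroid, megakaryocyte and platelet, stem, B cell, T and NK cell, and eosinophil, basophil and mast cell genes), 5 were under percentile 2.5 in TR1 and 6 in TR9. The list left in TR1 was that of T and NK cell genes, at percentile 32.3. With TMM scaling the numbers were again 5 and 6, but a shift common to all genes hardly moves a percentile, so this says nothing about abundant genes. With a minimum of 1 FPKM only 4 of the 6 lists were under percentile 2.5 in either line, since B cell genes moved to 19.4 and 17.6 and T and NK cell genes to 85.0 and 83.3. With a pseudocount of 1 FPKM the numbers were 4 and 5. The erythroid, megakaryocyte and platelet, stem, and eosinophil, basophil and mast cell lists stayed under percentile 2.5 in each setting tried. Repression of these genes by TR within cells of the same kind would lower the same lists, and the design has no control cells of the stage of the leukemia cells, so these explanations cannot be told apart.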

How the results depend on the processing

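The alternatives were fixed in advance, except 4 scalings (totals without the 100 most abundant genes, TPM, median of ratios and upper quartile), and the tests of TMM and of those totals as explanations were chosen only after the result was seen. No paired analysis was possible because each condition had 1 library, and no replicate could be left out. Among 91 numbers of genes under the alternatives, 77 were within 1.5 times of the reported number. A floor of 0.001 FPKM left all of them the same.

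The 14 that moved further came from 2 settings. With edgeR's exact test at an assumed biological coefficient of variation of 0.2, 992 genes were downregulated and 657 upregulated in TR1, 830 and 717 in TR9, and 1149 were called in both (706 down, 441 up). This variation was assumed, since no replicate could give it. With an absolute log2 ratio of at least 2, the numbers were 1133 and 685 in TR1, 928 and 737 in TR9, and 1265 in both (806 down, 458 up), and 55.7% of the DEGs of TR9 were downregulated.

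The excess of downregulated genes depended on the scaling. TMM gave 48.4% downregulated in TR1 and 46.7% in TR9, the median of ratios 49.3% and 48.7%, the upper quartile 50.5% and 47.2%, totals without the 100 most abundant genes 54.0% and 48.8%, and TPM 73.3% and 60.1%, against 61.7% and 53.6% as reported. The libraries have no spike-in to set the scale, so these values do not say which is right.

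Of 482 list medians under the alternatives, 444 kept their direction and their place inside or outside the central 95% of the random lists, 14 moved into that range, 5 moved out of it and 19 reversed. In TR1, the JAK-STAT median was 0.15 with TMM, 0.041 without the 100 most abundant genes, 0.14 with the median of ratios and 0.11 with the upper quartile, that of cytokine signaling 0.22, 0.11, 0.21 and 0.18, and that of the Toll-like receptor cascades 0.19, 0.078, 0.17 and 0.15, all negative as reported. With TPM scaling, NF-kB genes in TR1 (−0.092), Toll-like receptor cascades in TR9 (−0.016) and the RIG-I/MDA5 set in TR1 (−0.21) became negative. Histone deacetylases between TR9 and TR1 were at −0.024 with TMM and −0.011 with the median of ratios. The shift of scale is the cause of these reversals, since it is added to the ratio of every gene above the floor. With a minimum of 1 FPKM, T and NK cell genes reversed to 0.095 in TR1 and 0.32 in TR9.

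Against random lists not matched on expression, the same medians were no longer outside the central range for monocyte and macrophage genes (−0.68 at 7.90 in TR1, −0.62 at 5.14 in TR9), deacetylase corepressors in TR1 (−0.51 at 12.6), megakaryocyte development in TR1 (−0.52 at 2.71), Toll-like receptor cascades in TR9 (0.093 at 96.8) and the RIG-I/MDA5 set in TR9 (0.21 at 97.2). With a pseudocount of 1 FPKM, the same held for fibrin clot formation in TR1 (−0.30 at 3.85) and for extracellular matrix organization (−0.16 at 21.6 in TR1, −0.12 at 6.94 in TR9), as it did for the latter in TR1 with a minimum of 1 FPKM (−0.44 at 16.3). B cell genes moved into the central range in TR1 with the pseudocount (−0.34 at 4.27) and in both lines with the minimum of 1 FPKM (−3.16 at 19.4 in TR1, −2.23 at 17.6 in TR9), and T and NK cell genes in TR9 with the pseudocount (−0.14 at 23.3). The pseudocount moved ferroptosis in TR9 (−0.38 at 1.45), Toll-like receptor cascades in TR1 (−0.027 at 98.5) and the Reactome HDAC set in TR1 (−0.46 at 1.39) outside the central range, as did the minimum of 1 FPKM for Toll-like receptor cascades in TR1 (−0.042 at 97.8) and leaving out core histone genes for the HDAC set in TR1 (−0.54 at 0.855). Apart from the reversals under a scaling, the cause was not tested.

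Of 256 log2 ratios of named genes under TMM scaling or a pseudocount of 1 FPKM, 252 kept their direction and call. Chd3 in TR1, Mta3 in TR9 and Trp53 in TR1 lost their call with TMM, and Jak1 in TR9 reversed to 0.056. The depth limits genes of few counts, since a gene with 3 counts or fewer in a library has only a fold computed against the floor.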

Differences from the paper's values

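The settings in this part were chosen in advance, apart from 3 scalings named below that were chosen only after the result was seen. The paper states no numbers of DEGs in its text, and those of Fig. 5 were read by eye. In Fig. 5a, TR1 has about 2200 downregulated and about 1300 upregulated genes against 2120 and 1317 here, and TR9 has about 1800 and about 1600 against 1766 and 1527. In Fig. 5b, about 2400 genes are shared, about 1400 of them downregulated and about 970 upregulated, against 2373, 1404 and 950. None of these differs by more than 1.5 times. Among the alternatives set before the data were examined, only edgeR's exact test with an assumed variation and an absolute log2 ratio of at least 2 gave numbers that did.

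The paper states that genes upregulated in both lines are enriched in transcriptional misregulation in cancer and in the JAK/STAT pathway. In the lists written for these pathways, 13.6% and 17.6% of genes were upregulated in both lines, against 5.67% of all listed genes, which does not differ from the paper in direction. The shares downregulated in both, 17.8% and 21.6% against 8.39%, were also higher than among all listed genes, and as whole lists the medians were negative, −0.27 and −0.20 for misregulation and −0.10 and −0.23 for JAK/STAT in TR1 and TR9. The JAK/STAT median in TR1 was positive with TMM (0.15) and, among scalings chosen after seeing the values, without the 100 most abundant genes (0.041), with the median of ratios (0.14) and with the upper quartile (0.11). The paper's sets and its enrichment test were not used here.

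The paper reports histone deacetylation as enriched in TR9, and its text gives no direction. The medians of the histone deacetylase and corepressor lists and of the Reactome HDAC set were negative against control in TR9, at −0.24, −0.28 and −0.33, and no setting tried made them positive.

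The paper states that downregulated genes are enriched in myeloid cell differentiation. Of the hematopoietic cell lineage list, 31.0% of genes were downregulated in both lines. Genes of primary granules and of later granulocyte stages were higher in both lines, with medians of 2.32 and 2.15 and of 3.17 and 2.84, while erythroid and megakaryocyte genes were lower. Other myeloid lists were lower too. Monocyte and macrophage genes had medians of −0.68 in TR1 and −0.62 in TR9, with 6 genes downregulated and 5 upregulated in both. Eosinophil, basophil and mast cell genes had medians of −5.74 and −5.02, with 11 of 14 downregulated in both.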

Other observations

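Of the tests of the excess of downregulated genes, those of low expression and gene length were set in advance. The tests of scaling, GC content and lineage genes, and all those of histone deacetylation, were chosen only after the result was seen.

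The larger number of downregulated genes was tested against technical explanations. If abundant genes take a larger share of the reads in the TR libraries, all other genes fall in FPKM. With TMM scaling the downregulated share fell to 48.4% in TR1 and 46.7% in TR9. TMM sets the bulk of the genes level, so a share near 50% would follow from it after repression of many genes as well, and these values do not separate the 2 explanations. Leaving the 100 most abundant genes out of the totals gave 54.0% in TR1 and 48.8% in TR9, so this change of scale removed the excess in TR9 but not in TR1. Among genes with an FPKM of at least 1 the shares were 61.2% and 52.99%, so genes near the detection limit do not account for it. In 3 classes of gene length the lowest share was 55.02% in TR1 and 49.8% in TR9, both among the shortest genes. The other classes had 63.8% and 64.6% in TR1 and 55.9% and 54.4% in TR9, so the share varied with length in both lines and only in TR9 was a class under 50%. In 3 classes of GC content, with a value for 93.7% of genes, the lowest was 59.6% in TR1 and 50.5% in TR9. Without 134 listed lineage genes the shares were 60.7% and 52.3%. Leaving out 134 genes could not have brought either share to 50%, even if all of them had been downregulated. This therefore does not test loss of lineages as the source of the excess. The excess can therefore not be told apart from the choice of scale, and repression by TR remains a hypothesis that these libraries do not settle.

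The paper's text does not state the direction of the enrichment of histone deacetylation in TR9. If it was upward, more RNA of the enzymes or of their corepressors could explain it. Between TR9 and TR1, the deacetylases were at percentile 44.9 and the corepressors at percentile 94.9 among matched random lists, neither in the highest 2.5%. Against control, the comparison made in the paper, the medians in TR9 were −0.24 for the deacetylases and −0.28 for the corepressors. Neither hypothesis was borne out by these lists, although the paper's gene set may hold other genes. An enrichment in the downward direction was not examined as an explanation.

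Cell cycle and DNA replication genes, which the paper does not discuss, were lower in both lines. The median log2 ratio of the Reactome cell cycle set was −0.56 in TR1 and −0.53 in TR9, and that of DNA replication −0.73 and −0.74, all at percentile 0.005 and negative under each scaling tried.

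Rara had an FPKM of 3.36 in control, 66.1 in TR1 and 22.0 in TR9, and Tbl1xr1 18.9, 25.8 and 23.2. The transduced TR is of human sequence, and the files do not separate reads of TR from reads of the mouse genes. Rxra rose from 2.78 to 7.68 and 7.29.

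For the surface markers that the paper measured by flow cytometry, RNA values in FPKM were as follows in control, TR1 and TR9. Kit had 73.5, 29.1 and 62.6. Ly6a, which encodes Sca-1, had 9.49, 26.9 and 87.6, and Cd34 had 75.8, 5.80 and 4.34. Itgam, which encodes CD11b, had 6.59, 34.9 and 8.21, and Fcgr3 had 64.5, 184 and 118. Ptprc had 32.9, 80.6 and 20.0. It encodes all forms of CD45, and values for the whole gene do not measure B220, the form that the paper stained.

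Trp53 had an FPKM of 160.0 in control, 76.3 in TR1 and 86.9 in TR9, and Pml had 32.6, 13.1 and 40.6. Jak1 had 64.8, 48.3 and 62.6. Among genes listed as frequent insertion sites of retroviruses, Gfi1 had 12.9, 133 and 185, and Trib1 had 0.22, 6.49 and 16.0. Meis1 had 283 expected counts in control, 1.48 in TR1 and 3.05 in TR9, and Sox4 had 228, 0 and 6.

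Other genes picked by a log2 ratio that rests on the floor were Mrgpra2a and Wfdc12, which had 0 expected counts in control, 336 and 76 in TR1, and 141 and 160.0 in TR9. Bglap2 and Kel had 159 and 608 in control and 0 in both TR libraries.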
